A study of Mus musculus with 6 samples. Its data were reported in "Netrin-1 blockade inhibits tumour growth and EMT features in endometrial cancer" (2023).

How the data were processed

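RNA sequencing was performed on frozen tumour tissue from mice carrying floxed alleles of the tumour suppressor Pten and a CAG-CreERT2 transgene, whose recombinase deletes Pten after tamoxifen. Per the labels, each of the 6 libraries came from tumour tissue treated either with a control antibody (3 libraries) or with NP137, a monoclonal antibody that blocks netrin-1 (3 libraries). Libraries are named here by group and by the letter in their title (A, B and C in each group). The tumours were ground frozen, and 170 ng of total RNA went into a stranded total RNA kit (Illumina TruSeq) before sequencing on an Illumina NovaSeq instrument. The kit works on total RNA, so transcripts without a poly(A) tail are also read.

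The authors mapped the reads to the mouse genome GRCm38 and counted them per gene with STAR, and the deposited values are raw counts per Ensembl gene without any normalization. The strand setting of the counts is not given in the sources used here, so reads of a gene and of an overlapping antisense gene may be mixed. The submitters' processing notes name DESeq2 1.36.0 for the later steps. Counts of genes with near-identical copies (the H2 genes, Ifit3 and Ifit3b, the Naip and Gbp families, and mitochondrial genes with nuclear copies) are uncertain, because the treatment of reads that fit several places is not stated.

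The table held 55298 gene IDs. Symbols, coordinates, exon lengths and GC content came from the GENCODE annotation of GRCm38, in which 54495 of the IDs matched without their version number and 53315 with it. The 803 unmatched IDs stayed in the tests under their ID. All 6 columns of counts belonged to a labelled library. Library totals ran from 20444673 to 35293498 counts.

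Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, which left 17641 genes, and libraries were scaled by TMM. Groups were compared with the quasi-likelihood F test (robust, group as the single term), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Levels are CPM (counts scaled to an equal library total) after TMM scaling, as mean ± SD over 3 libraries.

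The EMT score was the mean log2 CPM (prior count of 2) of the mesenchymal genes minus that of the epithelial genes of a pan-cancer EMT signature, written out from general knowledge as mouse orthologues (52 and 25 genes). Of these, 50 and 25 passed the filter. The score and the means of its mesenchymal and epithelial genes were compared by an exact permutation test over the 20 assignments of 6 libraries to the groups, in which the smallest p that can be reached is 0.1 two-sided and 0.05 one-sided. The 48 gene lists (pathways, cell types and complexes) were tested with camera in limma 3.58.1 at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 45 lists that kept at least 5 genes. Camera with an estimated correlation and fry, which asks whether the genes of a list move on balance one way, were run beside it. With an estimated correlation camera refers its statistic to the 4 residual degrees of freedom of the fit. Its p-values thus also rise where the estimated correlation is below the preset one, as for mesenchymal genes (−0.0021) and netrins and receptors (−0.011). Fry does not compare a list with other genes, and its mixed version asks whether genes of a list change in either direction.

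The test, the score, the lists and the rule for named genes were set before the data were examined. Named genes were 18 genes fixed in advance, 10 genes per direction, and up to 4 genes with the smallest p-values per described list. The 10 genes per direction had to have groups that did not overlap and a mean CPM of at least 1 in the higher group. They were those with the largest change among genes past the threshold, and places left open went to the smallest p-values. Predicted genes without a proper symbol were counted but not named. Col1a1, Mcam and Pi16 fall outside this rule and were chosen after their values were seen.

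The tests were tested on simulated data. In 3 simulations of NP137 against control, counts were drawn for the 17641 genes from their observed means, their estimated dispersions and the library sizes, with 200 genes of at least 1 CPM changed. Of the 100 genes changed by a log2 fold of 1, 41.3% were called, and of the 100 changed by a log2 fold of 2, 93.0% were called, with a mean of 9.33 false calls per simulation. A list of 40 genes raised by a log2 fold of 0.5 was called by camera and by fry in all 3 simulations, and 0 of the 20 unchanged lists were called by either. Simulated genes were independent of each other, and differences between libraries that many genes share were not simulated. The shares of genes called thus need not hold for the real data. False list calls among correlated genes were not tested, and estimated correlations within the real lists reached 0.954.

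Alternatives covered other scaling (RLE, upper quartile, library totals), other filters, DESeq2 1.42.0, limma-voom, the likelihood ratio test, other thresholds, removal of trends with gene length and GC content (loess, span of 0.5), removal of mitochondrial, rRNA and haemoglobin genes, other forms of the score, the letter as a block and the removal of each library in turn. Genes of rRNA were removed by their annotated type, so rRNA reads counted under genes of other types would stay in. After the data were seen, NP137 A alone was also compared with the controls, where only the controls give the spread and the single NP137 library is assumed to vary like them, and length and GC trends were removed from the score. Libraries were compared pairwise within groups by chi-square, and none agreed within sampling noise (122 to 560 per degree of freedom). The labels do not name the animals, but the study counts its sequenced samples as mice, so p-values are taken to measure the spread between mice. No undeleted Pten control was analysed here, and counts over the whole gene do not check the deletion of floxed exons.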

Results

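RNA sequencing counts were analysed for 6 tumour libraries of Pten-deleted mice, 3 from tumours treated with a control antibody and 3 from tumours treated with NP137, an antibody that neutralizes the secreted guidance protein netrin-1. Total counts were 23407348, 20444673 and 22732317 in control A, B and C, and 21091091, 29181849 and 35293498 in NP137 A, B and C. Mitochondrial ribosomal RNA took 33.7%, 38.8% and 22.9% of the counts in control A, B and C. The shares in NP137 A, B and C were 27.5%, 50.4% and 56.4%. Protein-coding genes of the nucleus held 49.4%, 49.5% and 61.8% of the counts in the controls and 58.2%, 24.9% and 21.8% in NP137 A, B and C. The first principal component, with 54.0% of the variance, set NP137 B and C apart from the other 4 libraries. Control B held counts in 43892 genes, against 23753 to 30925 in the other 5 libraries, and in 98.4% of olfactory receptor genes, against 3.75% to 44.6% elsewhere, so its low counts are uncertain.

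**Figure D1:**
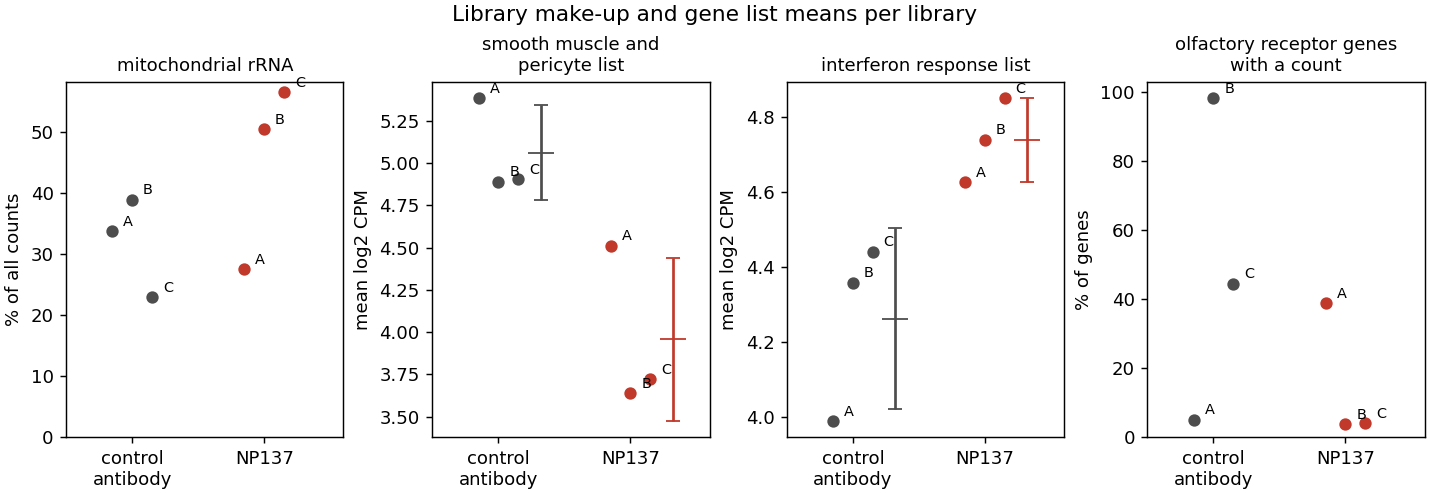
Percent of counts from mitochondrial ribosomal RNA, mean log2 CPM of the smooth muscle and pericyte list, mean log2 CPM of the interferon response list, and percent of olfactory receptor genes with a count (points are libraries, lettered A to C in each group, and the cross and bars in the middle panels are mean ± SD, n = 3). The smooth muscle list lies at 4.89 to 5.38 in the controls and at 3.64 to 4.51 with NP137, and the rRNA share is highest in NP137 B and C.

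The first question was whether netrin-1 and its receptors differed under the antibody. Ntn1, the gene of netrin-1 (ENSMUSG00000020902.12, chromosome 11, 68209364 to 68400823 of GRCm38, minus strand), had 36.7 ± 2.26 CPM in control tumours and 23.1 ± 3.24 CPM in NP137 tumours (SD, n = 3 each). All 3 NP137 libraries lay below all 3 controls, with a log2 fold change of −0.67 ± 0.16 (SE). This missed the threshold over all genes (edgeR adjusted p = 0.35), while DESeq2 called it at an adjusted p of 0.0428. Without NP137 A edgeR also called it, at an adjusted p of 0.0357. That fit sets only the rRNA-rich NP137 B and C against the controls, and it called 1570 genes higher and 1081 lower. Of 14 tested netrins and receptors, 12 had lower values, and the list fell by camera (median log2 fold change −0.45, adjusted p = 3.55e-04, and adjusted p = 0.287 with an estimated correlation). Adjusted over the list alone, 5 genes fell and 0 rose, against 0 over all genes. Besides Ntn1 these were the dependence receptor genes Unc5c (−1.46 ± 0.38) and Unc5d (−2.07 ± 0.59), Rgma (−0.57 ± 0.18), a ligand of neogenin, and Mcam (−0.55 ± 0.19), a cell adhesion molecule found on vessel walls. Smooth muscle and pericyte genes were lower in the same NP137 libraries, by a median of −1.16 with 20 of 21 genes lower. Unc5b, a receptor of netrin-1, had 4.05 CPM in controls and 3.83 with NP137 (log2 fold change −0.08 ± 0.32). Neo1, which encodes neogenin, had 66.3 and 52.2 CPM (−0.34 ± 0.18). Dcc held 7 to 39 counts per control library and 1 to 8 per NP137 library, too few to be tested. Pten itself (chromosome 19, 32757497 to 32826160), which both groups were meant to lack, had 87.6 ± 11.4 CPM in control and 72.0 ± 16.3 CPM in NP137 tumours (−0.28 ± 0.19, adjusted p = 0.486). Counts over the whole gene include exons outside a floxed segment and cells without recombination.

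The next question was whether the tumours differed along the axis of epithelial-to-mesenchymal transition (EMT). The EMT score, the mean log2 CPM of mesenchymal genes minus that of epithelial genes, was −0.58 ± 0.05 in control and −1.12 ± 0.07 in NP137 tumours (SD, n = 3 each). The groups did not overlap, with −0.64 as the lowest control and −1.08 as the highest NP137 library. The difference of −0.55 had an exact two-sided permutation p of 0.1 and a one-sided p of 0.05, each the smallest that 3 against 3 libraries can give. Mesenchymal genes averaged 4.79 ± 0.05 in control and 4.43 ± 0.05 with NP137, a difference of −0.35, and epithelial genes 5.36 ± 0.06 and 5.56 ± 0.03, a difference of 0.19. The groups overlapped in neither, and each difference had the smallest exact two-sided permutation p of 0.1. The study scored log2 FPKM values, and whether these were scaled further between libraries is not stated. On a log2(FPKM + 1) scale without TMM the score difference was −0.22, with mesenchymal genes at −0.75 and epithelial genes at −0.53 with overlapping groups. With scaling by library totals alone the mesenchymal genes differed by −1.16 and the epithelial genes by −0.63, again with overlapping groups for the latter. With medians over genes in place of means the mesenchymal difference was −0.69. Under library totals the median of all genes also moved to −0.66.

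**Figure D2:**
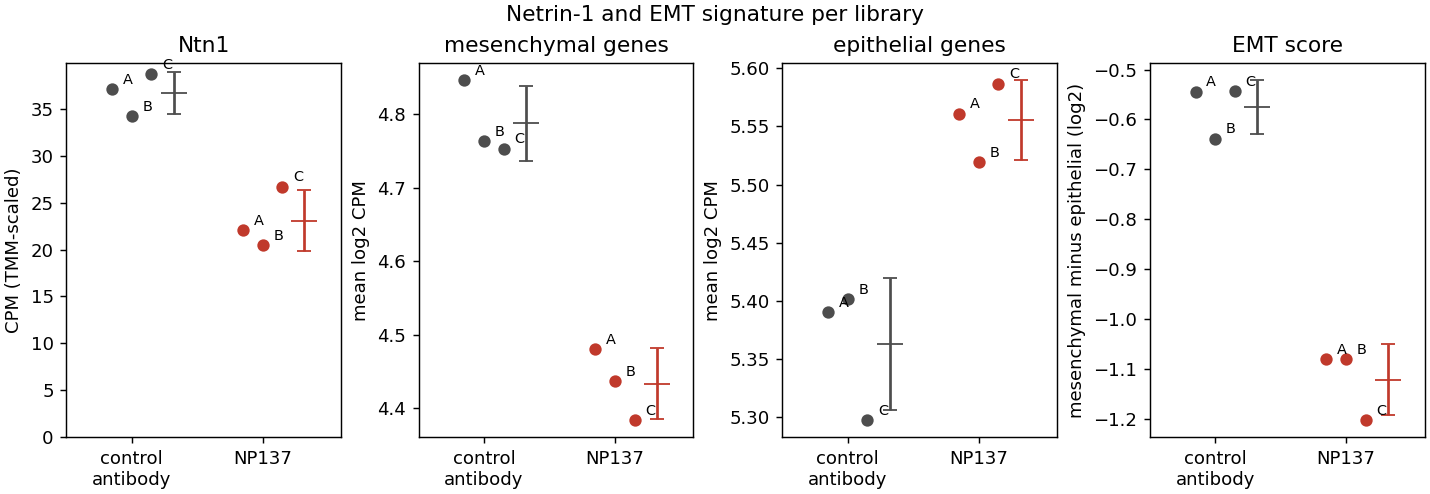
TMM-scaled CPM of Ntn1, mean log2 CPM of the mesenchymal and of the epithelial genes of the EMT signature, and the EMT score, which is their difference (points are libraries, lettered A to C in each group, and the cross and bars are mean ± SD, n = 3). In each panel the 3 NP137 libraries lie apart from the 3 controls, and the score runs from −0.64 to −0.54 in the controls and from −1.20 to −1.08 with NP137.

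Among 50 tested mesenchymal genes 38 were lower with NP137, and the list fell by camera (median −0.35, adjusted p = 5.95e-06, and adjusted p = 0.162 with an estimated correlation). It was also the single list called by fry (adjusted p = 0.0313). The fry call held without control A (0.0293) and was lost without control B (0.123), control C (0.106), NP137 A (0.105), NP137 B (0.228) or NP137 C (0.235). Thbs2, a matricellular protein (−1.33 ± 0.29), Bnc2, a zinc finger protein (−1.15 ± 0.27), Cald1, an actin-binding protein of contractile cells (−0.71 ± 0.19), and Fap, a protease of activated fibroblasts (−1.19 ± 0.33), had the smallest p-values. Other genes of the list had higher values, such as Col1a1 of type I collagen (0.64 ± 0.32). Of 25 epithelial genes 20 were higher, and the list rose by camera (median 0.19, adjusted p = 0.00935, and adjusted p = 0.407 with an estimated correlation). This call was lost without control C (adjusted p = 0.0670) and without NP137 A (0.0803). The tight junction gene Cgn (0.92 ± 0.24), the epithelial splicing regulator Esrp2 (0.42 ± 0.15), the transcription factor Grhl2 (0.43 ± 0.15) and Map7 (0.56 ± 0.22) led it. Adjusted over each list alone, 0 mesenchymal and 0 epithelial genes passed in edgeR, where 16 mesenchymal genes were lower and 6 epithelial genes higher at an unadjusted p under 0.05. Among the genes named here, DESeq2 adjusted over all genes called Thbs2 (0.0078) and Bnc2 (0.0121) lower and Cgn (0.0246) higher. Smooth muscle genes were lower in the same NP137 libraries, by a median of −1.16.

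With all 6 libraries genes often used as EMT markers did not pass the test, at edgeR adjusted p-values from 0.35 to 0.982. Epcam, an epithelial adhesion molecule (chromosome 17, 87635979 to 87651129), had 121 ± 25 CPM in control and 122 ± 9.78 CPM in NP137 tumours (log2 fold change 0.01 ± 0.17). Cdh1 (E-cadherin) had −0.06 ± 0.18, Vim (vimentin) 0.08 ± 0.18, Fn1 (fibronectin) −0.33 ± 0.19 and Cdh2 (N-cadherin) −0.79 ± 0.36. Of the transcription factors that drive EMT, Snai1 had 4.64 CPM in control and 8.53 CPM in NP137 tumours (0.87 ± 0.31). It stood at 4.68 CPM in NP137 A and at 10.1 and 10.8 CPM in the rRNA-rich NP137 B and C. Without NP137 A, which leaves only NP137 B and C against the controls, edgeR called Snai1 higher (1.18, adjusted p = 0.0121). That fit called Snai2 (−1.79, adjusted p = 0.0296) and Fn1 (−0.55, adjusted p = 0.0329) lower. With all 6 libraries values were lower with NP137 for Snai2 (−0.98 ± 0.48), Twist1 (−0.46 ± 0.36), Zeb1 (−0.23 ± 0.14) and Zeb2 (−0.31 ± 0.16). The list of EMT transcription factors was not called (9 of 14 lower, adjusted p = 0.252), and adjusted over the list alone 1 gene fell, Prrx1 (−0.89 ± 0.21).

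Over all 17641 tested genes, edgeR called 0 genes at an adjusted p under 0.05, and the smallest adjusted p was 0.35. At an unadjusted p under 0.05 there were 2392 genes, 1314 higher and 1078 lower with NP137, where 882 would be expected by chance. The groups did not overlap in 2758 genes, 15.6% of those tested, where chance gives 10%. DESeq2 called 69 genes higher and 123 lower, the likelihood ratio test of edgeR 36 and 178, and limma-voom called 0, with 1952 at an unadjusted p under 0.05. Without NP137 A, whose profile lay nearest to control C, edgeR called 1570 genes higher and 1081 lower. There only the rRNA-rich NP137 B and C stand against the controls, so treatment and library make-up cannot be told apart.

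The genes with the smallest p-values and higher values with NP137 included Bcl2l15, a BCL-2 family gene, with 34.5 CPM in control and 84.4 CPM in NP137 tumours (1.29 ± 0.23). Others were the p38 kinase Mapk11 (1.23 ± 0.23), Syt8 (1.08 ± 0.21), Wnk4, a kinase that regulates ion transport (1.06 ± 0.21), the centrosomal Tacc2 (0.84 ± 0.17), Rhobtb2 (0.70 ± 0.15), the hormone-sensitive lipase Lipe (1.12 ± 0.23), Arhgef38 (0.67 ± 0.14) and Hoxb8 (0.71 ± 0.16). Naip5, a sensor of bacterial flagellin, also stood here (0.83 ± 0.17), although its reads may be shared with near-identical Naip copies. In the other direction were Mylk, the kinase of smooth muscle myosin, with 297 CPM in control and 154 CPM in NP137 tumours (−0.95 ± 0.15), and the matrix gene Hmcn2 with 70.8 and 25 CPM (−1.50 ± 0.25). Rspo3, a secreted amplifier of WNT signalling, had 22.9 and 5.83 CPM (−1.96 ± 0.36), and Dio2, which activates thyroid hormone, 64.1 and 33.8 CPM (−0.92 ± 0.16). The angiotensin receptor gene Agtr1a (−2.26 ± 0.39), the calcium channel subunit gene Cacnb2 (−1.52 ± 0.28), Pcp4l1 (−1.94 ± 0.33), Wscd2 (−1.62 ± 0.27), Glb1l2 (−1.64 ± 0.31) and Prune2 (−1.05 ± 0.18) completed the list. Each of these 20 genes had an edgeR adjusted p of 0.35, and all 20 were called by DESeq2.

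**Figure D3:**
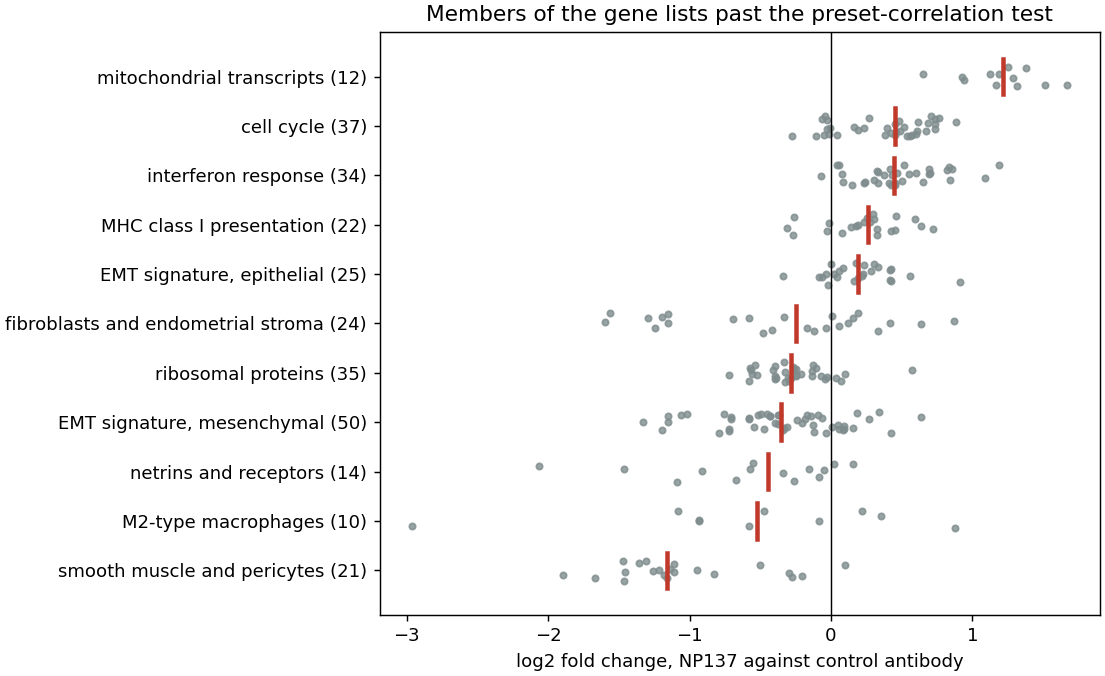
Log2 fold change (NP137 against control antibody, x axis) of each tested gene of the 11 gene lists called by camera with a preset correlation (points are genes, red bars are medians, and the number of genes is in brackets). Medians run from −1.16 for smooth muscle and pericytes to 1.22 for mitochondrial transcripts.

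Gene lists of tissue components and programmes were then compared. Of 45 tested lists camera called 11, 5 higher and 6 lower with NP137, and 0 with an estimated correlation. Fry called 1 in one direction and 0 as mixed. By camera with the preset correlation the smallest p was that of smooth muscle and pericytes, where 20 of 21 genes were lower (median −1.16, adjusted p = 2.07e-19, and adjusted p = 0.407 with an estimated correlation). Adjusted over the list alone 14 genes fell, among them Mylk, Tagln (−1.47 ± 0.29), Cnn1 (−1.67 ± 0.34) and Lmod1 (−1.30 ± 0.27), all of the contractile apparatus. In NP137 A alone the median was −0.69. Genes of fibroblasts and endometrial stroma were lower in 15 of 24 cases (median −0.25, adjusted p = 0.00241, and adjusted p = 0.407 with an estimated correlation), beside the drop of smooth muscle genes. Adjusted over the list alone 9 fell, led by Smoc2 (−1.24 ± 0.27), Dcn (−1.60 ± 0.40), Lum (−1.56 ± 0.40) and Clec3b (−1.29 ± 0.35), and 1 rose, Pi16 (0.87 ± 0.26). The fibroblast call was lost without NP137 A (adjusted p = 0.176), and without control A the median was −0.11.

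Interferon response genes rose by camera, with 33 of 34 genes higher (median 0.44, adjusted p = 4.29e-11, and adjusted p = 0.407 with an estimated correlation). The guanylate-binding protein gene Gbp5 (1.09 ± 0.27), the antiviral genes Oasl2 (0.69 ± 0.18) and Mx1 (0.70 ± 0.19) and the signal transducer gene Stat2 (0.84 ± 0.23) had the smallest p-values, and reads of Gbp genes may be shared with near-identical copies. Adjusted over the list alone edgeR called 0 genes, with 20 higher at an unadjusted p under 0.05. Among the genes named here, DESeq2 adjusted over all genes called Gbp5 (0.0380), Oasl2 (0.0373) and Stat2 (0.0373) higher. The list averaged 4.26 ± 0.24 in control and 4.74 ± 0.11 log2 CPM in NP137 tumours (SD, n = 3 each), with 3.99, 4.36 and 4.44 in control A, B and C and 4.63, 4.74 and 4.85 in NP137 A, B and C. NP137 A, whose rRNA share was below that of control A and B, thus lay above every control, and in NP137 A alone the median was 0.32. Genes of MHC class I presentation were higher in 17 of 22 cases (median 0.26, adjusted p = 0.0231, and adjusted p = 0.777 with an estimated correlation), led by Nlrc5 (0.72 ± 0.28), Tap2 (0.60 ± 0.23), Psmb10 (0.64 ± 0.29) and H2-Q4 (0.43 ± 0.22), whose reads may be shared with other H2 genes. That call was lost without control A (adjusted p = 0.458), without NP137 A (0.0771) and after removal of length and GC trends (0.124). The median was 0.08 without control A and 0.07 in NP137 A alone. M2-type macrophage genes were lower in 7 of 10 cases (median −0.52, adjusted p = 0.0265, and adjusted p = 0.407 with an estimated correlation), with the scavenger receptor gene Cd163 (−2.96 ± 0.76, under 1 CPM in both groups) and the mannose receptor gene Mrc1 (−0.93 ± 0.26) past the threshold adjusted over the list alone. That call was lost without control B (0.0855), NP137 A (0.0628) or NP137 C (0.0709) and with the stricter CPM filter (0.109). In NP137 A alone the median was −0.17.

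Cell cycle genes were higher in 28 of 37 cases (median 0.45, adjusted p = 2.60e-05, and adjusted p = 0.717 with an estimated correlation). Ndc80 (0.73 ± 0.26), Cenpe (0.89 ± 0.33), Tpx2 (0.76 ± 0.29) and Cenpf (0.70 ± 0.29), all of the mitotic spindle or kinetochore, led the list. The proliferation marker gene Mki67 had 88.5 CPM in control and 135 CPM in NP137 tumours (0.60 ± 0.25). The median was 0.24 without control A and 0.11 in NP137 A alone. Mitochondrial transcripts were higher in 12 of 12 cases (median 1.22, adjusted p = 2.21e-06, and adjusted p = 0.666 with an estimated correlation), with mt-Nd6 (0.94 ± 0.28), mt-Nd4 (1.38 ± 0.52), mt-Nd2 (1.29 ± 0.50) and mt-Nd5 (1.31 ± 0.51) of respiratory complex I in front. They moved with the rRNA share of NP137 B and C, but the list also holds the mitochondrial rRNA genes, so part of this is given by its make-up. In NP137 A alone the median was −0.13, and without NP137 C it was 0.66. Mitochondrial mRNA took 1.09%, 0.90% and 0.59% of all counts in control A, B and C and 0.87%, 0.87% and 1.31% in NP137 A, B and C. These shares overlap between the groups, and the larger rise appears after TMM scaling, with factors of 0.59 and 0.50 in NP137 B and C. Shares of all counts are lowered where rRNA fills more of a library. Nuclear protein-coding genes held 24.9% and 21.8% in NP137 B and C, against 49.4% to 61.8% in the controls. The overlap thus does not make the rise a product of TMM. Ribosomal protein genes were lower in 31 of 35 cases (median −0.28, adjusted p = 1.89e-04, and adjusted p = 0.717 with an estimated correlation), led by Rps28 (−0.72 ± 0.27), Rps16 (−0.58 ± 0.23), Rpl19 (−0.56 ± 0.22) and Rps5 (−0.52 ± 0.21). That call was lost without control A (adjusted p = 0.0611, median −0.12). The median was −0.17 without the rRNA-rich NP137 B and −0.14 in NP137 A alone.

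The other 34 lists did not pass, with adjusted p-values of 0.0594 to 0.994. Apoptosis genes were higher in 20 of 30 cases (adjusted p = 0.393), with Casp3, the gene of caspase-3, at 17.3 CPM in control and 16.7 CPM in NP137 tumours (−0.04 ± 0.18) and the survival gene Bcl2 at −0.73 ± 0.18. Epithelial structural genes were higher in 20 of 32 cases (adjusted p = 0.154) and macrophage and monocyte genes in 16 of 22 (adjusted p = 0.415). Without control B camera called both higher (adjusted p = 0.0147, median 0.14, and adjusted p = 0.0048, median 0.30). It also called the epithelial structural list higher without NP137 B (0.0226). The medians were −0.002 for epithelial structural genes without control C and −0.08 for macrophage genes without control A. T cell genes were lower in 8 of 11 cases (adjusted p = 0.493), and Cd8a, with 1 to 15 counts per library, was too low to be tested. Without control A camera called T cell genes lower (13 of 16, median −0.58, adjusted p = 0.0068), while without control B their median was 0.005. B and plasma cell (3.72e-04), dendritic cell (0.020) and MHC class II genes (9.3e-06) were also called lower without control A. Lymphatic endothelium and mesothelium and the immediate early genes were nearest to the threshold (adjusted p = 0.0594 each), and in the former Muc16 fell adjusted over the list alone (−2.22 ± 0.48). Camera called the former lower without control A (0.0103) and the latter higher without control B (0.0237). The remaining lists without a call covered endometrial gland and secretory genes, oestrogen and progesterone response, axon guidance, p53 targets, PI3K, AKT and mTOR, TGF-beta response, WNT targets, endothelium, B and plasma cells, dendritic cells, neutrophils, mast cells and eosinophils, MHC class II presentation, inflammatory cytokines and chemokines, hypoxia and glycolysis, cholesterol synthesis, ER stress, extracellular matrix and basement membrane, metalloproteinases and inhibitors, ciliated cells and oviduct, ovary, adipocytes, skeletal muscle, peripheral nerve, oxidative phosphorylation, replication-dependent histones and nuclear noncoding RNAs. For neutrophils (median −0.17) and WNT targets (median −0.13) the sign of camera was positive, and median and mean differed in sign for PI3K, AKT and mTOR, axon guidance and nuclear noncoding RNAs. Several lists without a call passed camera with a library left out. Without control B neutrophil (median 0.63, adjusted p = 1.13e-04), inflammatory cytokine (0.0094) and hypoxia genes (0.0028) were higher and gland genes (0.0304) lower. Without control A metalloproteinase (0.0023) and extracellular matrix genes (0.0488) were lower, and the neutrophil median was −0.54. Without NP137 C extracellular matrix (0.020) and peripheral nerve genes (0.0206) were lower. With all 6 libraries thyroid genes, red blood cell genes and genes of cytotoxic and NK cells had too few tested members. Those of cytotoxic and NK cells reached 5 with an NP137 library left out. Camera called them lower without NP137 B (median −1.07, adjusted p = 0.0029).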

Values the study reported

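The study treated Pten-deleted mice with NP137 at 10 mg kg−1. By RT–qPCR it reported lower netrin-1 expression in tumours under NP137 (n = 12) than in controls (n = 5), with P = 0.0284 in a two-sided Mann–Whitney test. EpCAM mRNA measured by RT–qPCR was reported as increased with NP137 (P = 0.032, 5 control and 9 NP137 tumours), as was the percentage of cells with high EpCAM staining (P = 0.0061, 4 control and 7 NP137 tumours). Cleaved caspase-3 staining was reported as higher in 13 NP137 tumours than in 8 controls (P = 0.0389). The study also reported an increase in CD8-positive cells by staining in tumours of NP137-treated mice. From RNA sequencing of 3 control and 3 NP137-treated mice, the study reported a lower EMT score with P = 0.05 in a one-sided Mann–Whitney test. It scored log2 FPKM values, and it described lower mesenchymal and higher epithelial genes with NP137.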

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

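Of the alternatives, NP137 A alone against the controls and the removal of length and GC trends from the score were chosen after the data were seen, the latter before its own result was seen. The EMT score was lower with NP137, with groups apart, under every alternative run, by −0.22 with log2(FPKM + 1), −0.91 with medians over genes, −1.49 with genes at unit SD and −0.51 to −0.58 with a library left out. The mesenchymal part was −0.35, and −0.75 with log2(FPKM + 1), −1.16 with library totals and −0.69 with medians over genes. The epithelial part of the score turned to −0.53 with log2(FPKM + 1) and to −0.63 with library totals, where the median of all genes moved to −0.66. Genes called lower numbered 14 with library totals, 502 without a count filter, 178 with the likelihood ratio test, 8 with the replicate block and 123 with DESeq2. Genes called higher numbered 314 without a filter, 36 with the likelihood ratio test and 69 with DESeq2, and 0 with library totals or the block (1429 and 3488 genes at an unadjusted p under 0.05). With 1 library left out the range was 0 to 1570 higher and 0 to 1081 lower, and genes were called only without NP137 A. RLE and upper quartile factors, the CPM filter, a threshold of 0.10, a log2 fold minimum of 1, limma-voom, length and GC offsets, and removal of annotated mitochondrial, rRNA and haemoglobin genes called 0 genes. The cause of these differences was not tested. Gene lists called numbered 0 with an estimated correlation, 1 with fry, 21 with NP137 A alone, where only the controls give the spread, and 8 to 17 with a library left out. With an estimated correlation the adjusted p was 0.162 for mesenchymal genes, 0.287 for netrins and receptors, 0.407 for epithelial, fibroblast, smooth muscle, M2-type macrophage and interferon genes, 0.666 for mitochondrial transcripts, 0.717 for cell cycle and ribosomal protein genes and 0.777 for MHC class I. By fry it was 0.0676 for netrins and receptors, 0.0805 for epithelial, 0.160 for fibroblast and smooth muscle, 0.169 for interferon, 0.237 for M2-type macrophage, 0.443 for cell cycle and mitochondrial, 0.477 for ribosomal protein and 0.529 for MHC class I genes. With a library left out the adjusted p by camera with the preset correlation ran from 8.45e-04 to 0.0803 for epithelial and 3.74e-04 to 0.176 for fibroblast genes. By the same test it ran from 0.00703 to 0.0855 for M2-type macrophage, 8.98e-04 to 0.458 for MHC class I and 4.35e-07 to 0.0611 for ribosomal protein genes. The M2-type macrophage call was also lost with the CPM filter (0.109) and the MHC class I call with length and GC offsets (0.124). In NP137 A alone their adjusted p-values were 0.982 and 0.0808, which rest on 1 NP137 library. The other calls by camera with the preset correlation kept their side of the threshold with a library left out. The call of mesenchymal genes by fry did not, with adjusted p-values from 0.0293 without control A to 0.235 without NP137 C, and it was lost in 5 of the 6 cases. The replicate block ended no list call. Shared letters showed no clear pairing of the libraries (correlations of deviations 0.178, 0.0646 and 0.0278 for A, B and C, and only control A and NP137 A matched best with their own letter). So few correlations cannot exclude pairing. With the letter as a block the score had an exact p of 0.25 in the permutation test, the smallest possible. Among named genes some signs changed. Epcam was at 0.00 with RLE factors and −0.069 with length and GC offsets, and Casp3 at 0.046 with these offsets. With a library left out the ranges were −0.081 to 0.173 for Epcam, −0.349 to 0.102 for Unc5b, −0.217 to 0.057 for Cdh1, −0.161 to 0.023 for Casp3 and −0.057 to 0.254 for Vim. In NP137 A alone the sign turned for Pten (0.054), Cdh1 (0.224), Vim (−0.301), Fn1 (0.044), Casp3 (0.147), Tap2 (−0.010), Psmb10 (−0.013), mt-Nd4 (−0.102), mt-Nd2 (−0.146), mt-Nd5 (−0.085) and the mitochondrial list (adjusted p = 0.982). Depth limits the genes with few counts most in NP137 B and C, where nuclear protein-coding genes held 24.9% and 21.8% of the counts.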

Other observations

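The tests of smooth muscle, fibroblasts, rRNA share, immune cells and depth, and the splits for calls across all genes, were chosen after the result was seen. The removal of length and GC trends from the score was added after the data were seen but before its own result was. The models with smooth muscle or rRNA share replaced earlier comparisons that rested on NP137 A alone. By the rule set for each, both had left the same explanations excluded or open, but the smooth muscle model cannot exclude its cause, as given below.

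The lower EMT score with NP137 was weighed against the make-up of the tissue and of the libraries. With the smooth muscle mean of each library held in a linear model, the difference of the mesenchymal genes was −0.24 ± 0.05 (SE, 95% interval −0.41 to −0.07, 3 residual degrees of freedom) against −0.35 before. That mean lay at 4.89 to 5.38 in the controls and at 3.64 to 4.51 with NP137. Because the groups do not overlap in it, the correction rests on scatter within groups, and noise in the mean weakens it. Smooth muscle as the cause is thus not excluded. The list shares 0 genes with the mesenchymal one, but mesenchymal genes such as Cald1 also belong to contractile cells. Trends with GC content and length (score difference −0.56 after their removal) and the mitochondrial rRNA share (−0.50 with the share held in the model, −0.67 to −0.34) did not remove the lower score. A smaller share of fibroblasts stays open, because the 10 most abundant fibroblast genes had a median of −0.10 (−0.41 to 0.17) with 6 lower and 4 higher, from Dcn at −1.60 to Col1a1 at 0.64 (without the 7 genes that both lists hold the mesenchymal difference was −0.35 and the score difference −0.55, so these genes do not carry it). An effect of the antibody on the tumour cells may also contribute, and bulk tissue cannot tell these apart.

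Higher interferon response genes with NP137 were a pattern outside the EMT comparison. Removal of GC and length trends left a difference of 0.47 in the list mean with the groups apart, so these trends do not account for it. More immune cells would raise their own genes alike. However, the 47 tested genes of T cells, macrophages and dendritic cells, with few of NK cells, had a median of 0.00957 (95% interval over genes −0.15 to 0.13), below the interferon median of 0.44. With a library left out this median ran from −0.17 without control A to 0.11 without control B, and its interval stayed below the interferon median. That of macrophage genes alone did not without control B (0.29, 0.12 to 0.48, against 0.46), so macrophages alone stay open. Genes of cytotoxic and NK cells reached the list test only with an NP137 library left out, with 0 of 5 higher each time. Their medians were −0.99, −1.07 and −0.81 without NP137 A, B and C, which gives no sign of more NK cells. These are few genes near the count filter, and low counts of control B are uncertain, so NK cells are not excluded. Over libraries the immune mean differed by −0.05 (95% interval −0.71 to 0.61), which covers the interferon change. The interferon mean rose beyond the immune mean by 0.52 (0.07 to 0.98). With the rRNA share of each library held in the model the interferon difference was 0.44 with an interval of −0.22 to 1.09. A link to library quality thus stays open, as does a response to the antibody.

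Control B held counts in 43892 genes although its total of 20444673 counts was the smallest of the 6 libraries, which argues against deeper sequencing. Of 1093 olfactory receptor genes, which are silent in most tissues, 98.4% had a count in control B, against 44.6% in control C, 38.8% in NP137 A and 3.75% to 5.03% in the other 3 libraries. Across these genes (not independent replicates) the counts in control B rose with exon length (Spearman 0.745). Genomic DNA in the library is a candidate explanation, in line with these values, and no biological explanation was tested. Genes with low counts are the ones it would touch most.

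The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. For calls across all genes the real split gave 0, so all 10 splits had to be as large, and the count says nothing about chance. For genes at an unadjusted p under 0.05 the real split gave 2392 and the highest other 4125, and 3 splits were as large. Both splits with more genes than the real one set NP137 B and C with 1 control against the other 3 libraries, which points to a structure of the samples that follows the rRNA-rich libraries. For gene lists called by camera the real split gave 11 and the highest other 18, and 7 splits were as large. For the mesenchymal list by fry the real p was 6.96e-04 and the smallest other 0.322, and 1 split, the real one, was as small.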
